# From microarray to biology: an integrated experimental, statistical and in silico analysis of how the extracellular matrix modulates the phenotype of cancer cells

**DOI:** 10.1186/1471-2105-9-S9-S4

**Published:** 2008-08-12

**Authors:** Mikhail G Dozmorov, Kimberly D Kyker, Paul J Hauser, Ricardo Saban, David D Buethe, Igor Dozmorov, Michael B Centola, Daniel J Culkin, Robert E Hurst

## Abstract

A statistically robust and biologically-based approach for analysis of microarray data is described that integrates independent biological knowledge and data with a global F-test for finding genes of interest that minimizes the need for replicates when used for hypothesis generation. First, each microarray is normalized to its noise level around zero. The microarray dataset is then globally adjusted by robust linear regression. Second, genes of interest that capture significant responses to experimental conditions are selected by finding those that express significantly higher variance than those expressing only technical variability. Clustering expression data and identifying expression-independent properties of genes of interest including upstream transcriptional regulatory elements (TREs), ontologies and networks or pathways organizes the data into a biologically meaningful system. We demonstrate that when the number of genes of interest is inconveniently large, identifying a subset of "beacon genes" representing the largest changes will identify pathways or networks altered by biological manipulation. The entire dataset is then used to complete the picture outlined by the "beacon genes." This allow construction of a structured model of a system that can generate biologically testable hypotheses. We illustrate this approach by comparing cells cultured on plastic or an extracellular matrix which organizes a dataset of over 2,000 genes of interest from a genome wide scan of transcription. The resulting model was confirmed by comparing the predicted pattern of TREs with experimental determination of active transcription factors.

## Background

Microarrays are widely used to overview gene expression landscapes under different experimental conditions. Since their initial appearance microarrays developed into very dependable tools with good inter- and intra-platform reproducibility [1,2]. Although numerous attempts to unify microarray analysis workflow were made, each manufacturer has its own methods for processing large quantities of data, and there is no general consensus as to the best means to analyze microarray data, and probably never will be. Each experimental situation is different, and different designs may be necessary for hypothesis testing as compared to hypothesis generation. With the former, one biological system is compared with another, and the significance of differences is statistically tested using a t-test, generally with the assumption that each biological sample is homogeneous. In such experiments statistical power becomes the driving consideration. In hypotheses generating experiments, a number of biological situations are compared, for example a series of different cell lines, a time course study or a dose-response study. The biological samples may not be homogeneous. Cost becomes a major consideration because the number of replicates needed to test hypotheses may make experiments prohibitive. Thus, there is a need for analytical approaches to use under hypothesis-generating conditions that are based on sound statistical principles but which nonetheless reduce the number of replicates needed to assemble at least a preliminary global picture of the effect of a particular biological situation on gene expression [3].

We present here a statistically robust approach for analyzing the changes in the transcriptome that is driven by the underlying biology. Previous work by I. Dozmorov showed that approaches based on separating variability in expression of genes into biological and technical sources provide an alternative means of identifying "genes of interest" for further analysis [4-7]. Under the assumption that in any experiment most genes do not change expression, the F-test is used to identify genes that express more variability than the overall technical variability of the system. This set of genes is referred to as "hypervariable genes," and has been assumed to reflect the relevant biological variables in the system. In this communication we have added a number of in silico tests based upon properties of these genes that do not depend upon expression. These additional analyses confirmed that at the level of transcriptional regulatory networks this approach does identify important genes that can then be assembled into networks of functions, transcriptional regulation and with previous knowledge. This represents a further extension of work published in our laboratory that included only *in silico *analyses [8,9].

We applied this method to examining the effect of cancer remodeled extracellular matrix (crECM) on bladder papilloma-derived cell line (RT4) as they grow over the course of several days on a crECM after having been transferred from culture on plastic [10]. Papillomas represent a very early premalignant change, and determining how a crECM can drive them toward malignancy could identify novel targets for therapy. Genes exhibiting major changes in expression introduced by crECM were selected and their functions examined. Two overlapping canonical pathways were identified as the main targets. Finally, transcription factors regulating the genes of interest were found and their validity proven by additional experimental method. Such integrative approach may reveal new roles of unknown genes [11], new drug targets [3], and lead to clinical tests [12].

## Results

The workflow chart of our approach is shown in Figure 1. The normalization process is presented because it is different from most approaches using normalization to the mean, median, or housekeeping genes. The frequency histogram of the un-normalized expression values yielded a bimodal, right-skewed curve as shown on Figure 2A[9]. 

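RT4 cells, a line from a bladder papilloma, were measured on 11 one-color arrays, 2 from cells grown on plastic and 9 from cells grown on crECM, with a single array on each of days 0.5, 1, 2, 3, 4, 6, 7, 8 and 9. The 9 crECM arrays are therefore time points and not replicates, and the number of arrays limits the precision of every value. The raw median intensity was 162 and 140.45 on the plastic arrays and between 224 and 482 on the crECM arrays, with 2005 and 2501 negative raw values on plastic and between 197 and 584 on crECM. The mode of the low peak was 3.79 and 1.82 on plastic and between 29.6 and 64.0 on crECM, and its SD was 38.4 and 42.0 on plastic and between 26.5 and 37.3 on crECM. The authors expressed the raw intensities as noise SDs above the zero point, took log10 and adjusted the arrays to each other by robust linear regression. The slope of the deposited log10 values on the raw log10 values was 0.701 and 0.687 on plastic and between 0.915 and 1.29 on crECM. The plastic arrays lay outside the crECM range in each of these measures except the least-squares mode. The handling of the arrays and the substrate therefore cannot be told apart. For the tests, values under 3 SD were set to 3 SD, and limma was fitted to the log2 of 21480 probes above 3 SD on at least 2 arrays. A fold against a group with any array under 3 SD is a lower bound. For every gene named with a fold, all 9 crECM arrays lay on 1 side of both plastic arrays.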

The distribution around the peak near zero was fitted to a Gaussian curve, providing a measure of the variability around zero that can be used to identify genes expressed significantly above zero. The zero point itself is slightly above zero because of non-specific binding. Interestingly, the array contained completely blank spots, which show up as a sharp peak exactly around zero, as well as a large number of spots of the solvent (3× SSC) the long oligo clones are contained in. The average of those points corresponds almost exactly to the zero point established from the entire array by the method above. The standard deviation of this peak is used to normalize all the expression data. Normalizing expression to the uncertainty in zero allows for a ready determination for the threshold of non-zero expression. Thus, expression value of "3" corresponds to 3 standard deviations (SD) above the zero point and corresponds to the valley in the total distribution. 

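Probes above 3 SD of the noise made up 59.1% and 52.8% of the 22464 probes on the plastic arrays, and between 75.4% and 85.4% on the crECM arrays, when the noise was measured on the raw intensities. Olfactory and taste receptor genes, which act in smell and taste, were above 3 SD of the deposited values in 92% of their 50 probes on plastic and 72% on crECM. For the other named probes the shares were 86.2% and 86.0%.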

With this value, the p-value of a false positive assignment of expression vs. non-expression is < 0.001. With a threshold of 5 SD, the p-value for a false positive is p < 2.87 × 10^-7^. The arrays were then Log10 transformed and globally adjusted to each other by robust linear regression, which assumes that the expression of most genes is not altered in the experiment and down-weights the effect on global expression of those that do change. Box plots (Figure 2B) graphically show this adjustment. Full sets of raw and transformed data are available on Gene Expression Omnibus (GEO, ), accession number GSE9291.

**Figure 1:**
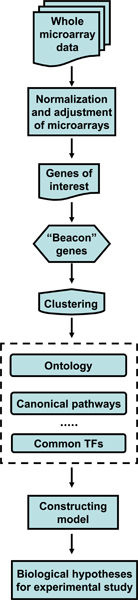
Schematic diagram of steps in microarray analysis.

**Figure 2:**
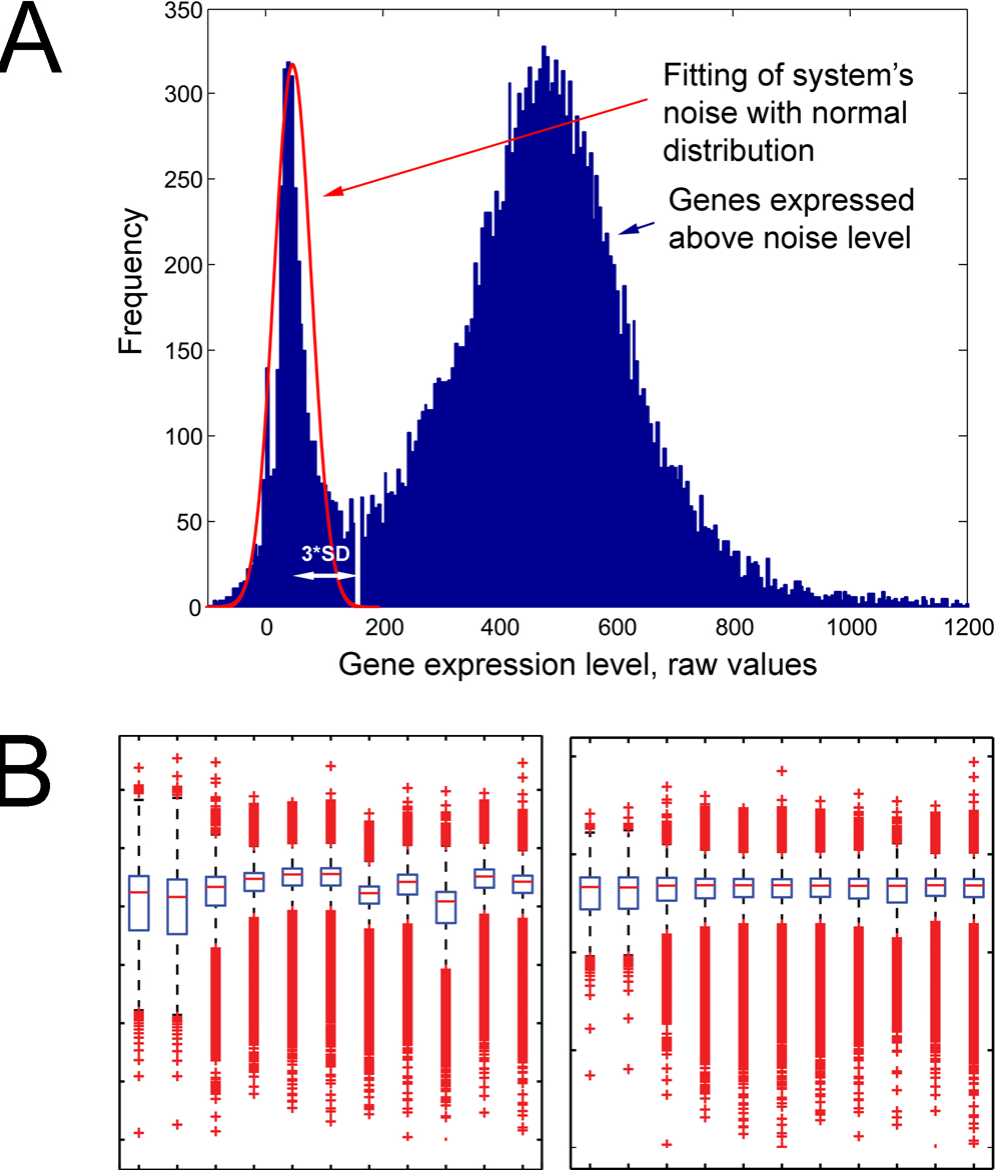
**Identification of noise level and microarray adjustment**. A) Frequency histogram of gene expression level from one microarray dataset. The first peak in the bimodal distribution represents the normal distribution of system noise centered around zero. Genes expressed 3 SD above noise level are defined as expressed genes. B) Box plots of microarray datasets before and after linear regression, values are log10 transformed.

### Gene expression dynamics

Genes expressed 5 SD above background were considered highly significantly expressed. While this choice is arbitrary, 5 SD above background was selected to focus on highly expressed genes and to minimize false positives by eliminating the noisy low-expressed genes. Of the 21,308 unique probes represented on the array, a total of 15,287 were expressed at 5 SD above background on the two arrays from cells grown on plastic and on the nine arrays from cells grown on crECM. 

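Of 22464 probes, 20138 had a mean of at least 5 SD on plastic or on crECM in the deposited values, among them probes of 46 of 49 ribosomal protein genes and of 35 of 41 genes of the urothelium and keratins. Of 108 genes of unrelated lineages, such as blood, muscle and nerve, 95 also had such a probe. On all 11 arrays, 15547 probes reached 5 SD.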

The next step is to identify genes whose expression level responds to crECM. The total variance in expression of any gene is the sum of the technical variance (variance due to the measurement itself), Vt, the relevant biology, Vr, and the irrelevant biology Vi. Vi may be attributed to deviations in preparation of biological samples or other biological factors not related to the biology of interest. Genes that do not respond to the biological variables will express only technical variability and can effectively serve as "housekeeping genes" or a reference set against which genes that do respond can be identified with an F-test. Genes responsive to the biology generally show high variability that likely is systematic across the experiment. The overall mean technical variability was determined from the mode of the frequency distribution histogram of standard deviation of the data set (Figure 3A) and was 8.41% with a standard deviation of 6.75%. Thus, genes with relative standard deviations exceeding 3 SD above the mean (28.56%) were defined as hypervariable. 

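The relative SD over the 11 arrays had its mode at 15.4% over the expressed probes, with an SD of 4.22% from the lower side of the mode. It exceeded 28.56% in 7597 of the 20138 expressed probes. Of the gene groups of interest, 30 of 111 genes of the NF-κB network, 26 of 96 genes of G-protein signaling and 29 of 84 immunoglobulin-like immune receptors and ligands kept a relative SD above this value whichever array was left out.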

A total of 3462 hypervariable (HV) genes were identified. However, the lack of replicates leads to an excessive sensitivity to single outliers. A second screening by a leave-one-out method [13] minimized false positives due to a single data point. A total of 2743 HV genes were judged to be hypervariable (p < 6.7 × 10^-5^) and, presumably, represent all the genes that respond to the presence of a crECM. This approach has proven reliable in identifying a set of genes of interest with minimal need for replicates as compared to methods based on t-tests [4,9].

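A relative SD above 28.56% whichever array was left out was found for 5113 probes. It fell to 4014 at a threshold of 34.1%, which is 3.8 SD above the mode by the paper's mode and SD, to 2630 probes with values rebuilt from the raw intensities and to 1271 over the 9 crECM arrays alone.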

**Figure 3:**
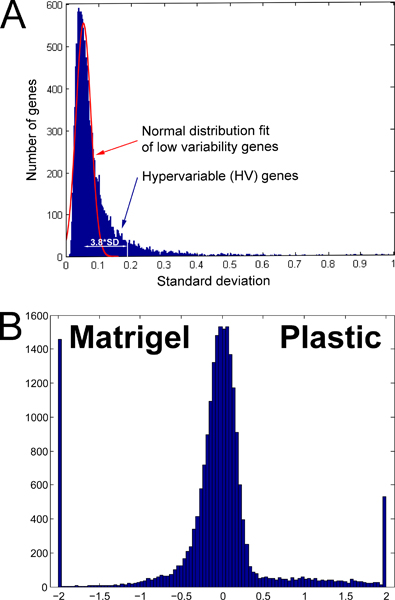
**Identification of hypervariable and differentially expressed genes**. A) Frequency histogram of variances of genes across timecourse. The normal distribution of low-variable genes identified from the left part of the histogram; the white vertical line marks the threshold for hypervariable genes expressed 3.8 SD above distribution of constant genes expressing only technical variability. B) Log10 ratio of average gene expression of cells grown on plastic and crECM is presented as a frequency histogram. Ratio values > 2 or < -2 were truncated and set to 2 and -2, respectively.

### Visualization of gene expression changes

For easy visualization of up- and downregulated genes their expression values were antilog-transformed and normalized around zero with standard deviation equal to 1. They were organized into 3 clusters by K-means clustering with 1000 runs and a similarity metric as correlation (uncentered). Increasing number of clusters yielded similar clusters differing only in amplitude, while using 2 clusters failed to distinguish the obvious dynamics. The results were visualized with Java TreeView program [14,15] (data not shown). The clustering of hypervariable genes demonstrated that the vast majority of the biological variability was between cells grown on plastic and on the crECM, and with the main pattern being a change in state of expression, i.e. from off to on or vice versa. 

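Over the 5113 hypervariable probes, a median of 67.4% of the variance of the log2 values lay between plastic and crECM, and 38.8% over all expressed probes. Over the hypervariable probes, the highest share for any of the 54 other choices of 2 of the 11 arrays was 17.3%, and their median was 4.93%. K-means gave 3 clusters: 2325 probes low on plastic, 2198 probes high on plastic and 590 probes with their highest mean on the 12 h array. By limma, 4901 probes were higher and 4815 lower on crECM at an adjusted p under 0.05, and at 3-fold or more 1448 were higher and 151 lower. With rebuilt values 6670 were higher and 2602 lower, without the regression step 13944 and 73, and without plastic replicate 2 there were 5708 calls in all. Among genes, SLC4A8, a bicarbonate transporter, fell at least 17.8-fold (log2 change -4.15, standard error 0.07, adjusted p = 9.7e-11). CHUK, a kinase that activates NF-κB, rose at least 15.4-fold (log2 change 3.94, standard error 0.17, adjusted p = 5.4e-09). WNT3A, a secreted signaling protein, rose at least 11.0-fold (log2 change 3.46, standard error 0.19, adjusted p = 4.3e-08). The uroplakins UPK1A and UPK2, proteins of the urothelial surface, had log2 changes of -0.07 and -0.12, with adjusted p of 0.78 and 0.58, and the opposite sign with rebuilt values. The uroplakin UPK3A was hypervariable after the screen, with a mean log10 value of 0.82 on plastic and 0.08 on crECM. Of its crECM values, 1 was above 1 and 2 were below 0. From this clustering the paper concludes that most of the biological variability lies between plastic and crECM.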

After the first 12 hours on the crECM, little variability in gene expression was observed. This indicates the changes of gene expression level occurred within the first 12 hours in cells grown on crECM, which in turn drives phenotypic changes (Figure 4). That later time points are not different from the earlier ones indicates no new biological processes such as cell death were introduced over the time course of the experiment.

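Against the other 8 crECM arrays, the 12 h array had 761 probes higher and 577 lower at an adjusted p under 0.05 from limma, the lone array being assumed to vary like the others. Of these, 186 had all 8 other arrays at the floor, with no spread, so that a value little above it can be called. Without such probes 1152 calls were left at 12 h, and the other crECM arrays, compared in the same way, had between 56 and 373 (64 and 383 with them). Ribosomal proteins had a median log2 difference of -0.70 at 12 h, with 2 genes lower and none higher. Over the lists of that day the ribosomal proteins passed with camera (adjusted p = 1.2e-04) and did not with an estimated correlation (adjusted p = 0.95). The Spearman correlation, across probes, of the 12 h array with the other crECM arrays was between 0.752 and 0.822, and between 0.812 and 0.907 for pairs of days 1 to 9. Of the 892 off-on probes, 594 were above 1 on the log10 scale at 12 h, 599 on day 7 and between 799 and 832 on the other days. The 12 h and day 7 arrays also had the lowest slopes of the deposited on the raw log10 values among the crECM arrays, 0.947 and 0.915. At 12 h 0 of the 892 off-on probes were below 0, and their median log10 value was 1.10 (1.07 to 1.25 on the other days). These probes were chosen by a mean that includes the 12 h array, so the lack of values below 0 does not test the 12 h state. With the 12 h array alone as crECM, the criteria gave 855 off-on and 94 on-off probes. Over 1701 probes changed at least 3-fold between plastic and days 1 to 9, 14.6% of the change was missing at 12 h (median). From the small change after 12 h, the paper concludes that the changes of expression occurred within that time.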

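A trend over log2 of the day was called by limma for 1 of 21480 probes, that of BCCIP (29.7 SD at 12 h and 71.2 SD on day 9, log2 change of 0.29 per doubling of the day, adjusted p = 0.033, named after its value was seen), and 1819 probes had an unadjusted p under 0.05. Without the 12 h array 0 probes were called, and 1190 had an unadjusted p under 0.05. Of 51 apoptosis genes, 13 rose and 10 fell between plastic and crECM, with 13 and 10 adjusted over the list alone, and camera gave an adjusted p of 0.92. Against the other crECM arrays, their median log2 difference was -0.11 at 12 h and between -0.029 and 0.097 on the other days. CASP1, a protease of inflammation, rose at least 7.15-fold between plastic and crECM (log2 change 2.84, standard error 0.30, adjusted p = 1.7e-05). CFLAR, an inhibitor of death receptor signaling, fell at least 2.98-fold (log2 change -1.58, standard error 0.05, adjusted p = 2.5e-09). CFLAR was at 8.94 SD on plastic, near the floor, with every crECM array at the floor.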

**Figure 4:**
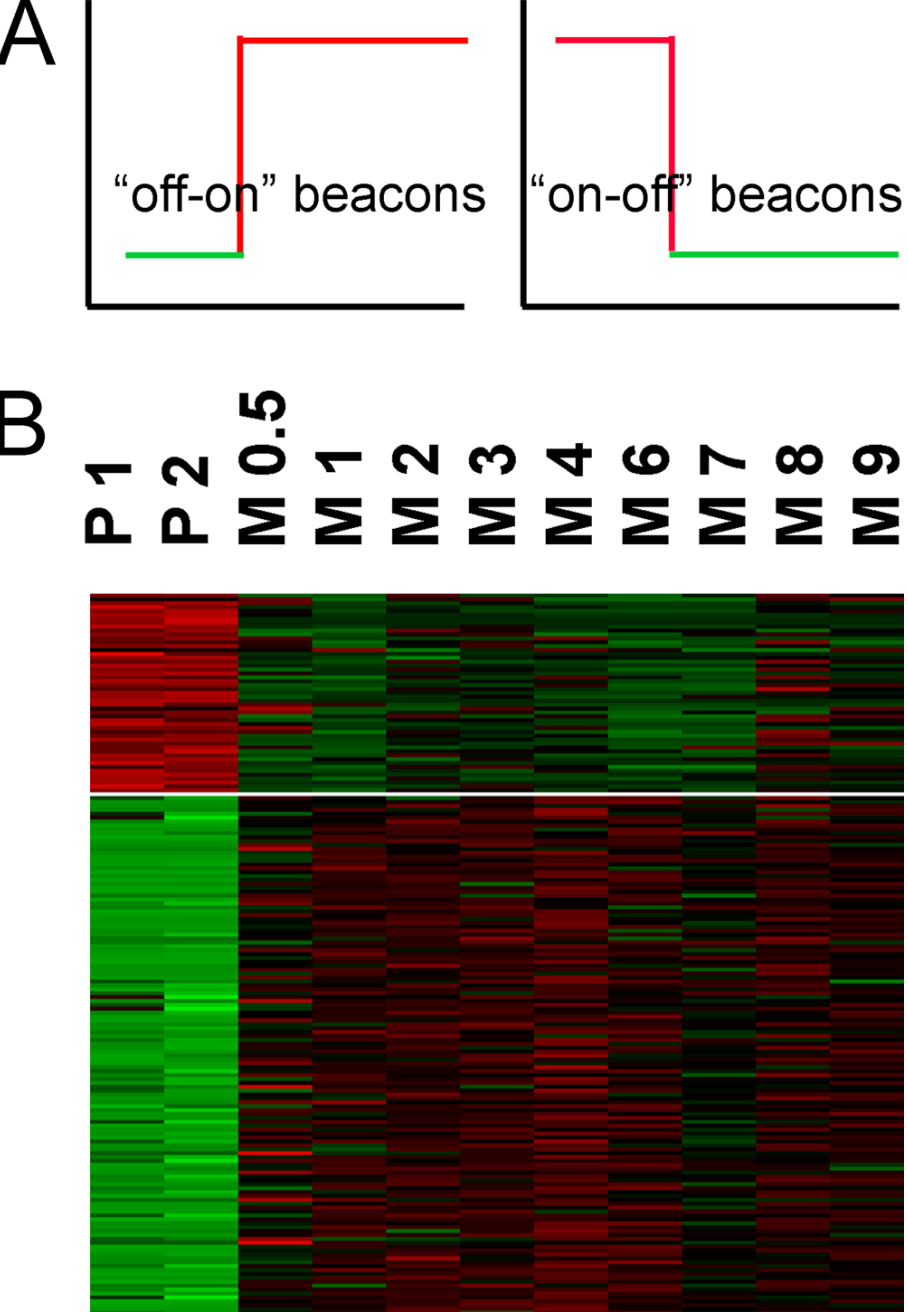
**Visualization of changes in gene expression level identified by microarray analysis**. A) Schematic graphs of main changes observed in the system from clustering of hypervariable genes. B) Part of clustering heatmap of "beacon" state change genes: P 1, P 2 – duplicate gene expression profiles of RT4 cells grown on plastic; M 0.5, M 1, M 2 etc. – cells grown on crECM for the indicated number of days. Red/green intensity indicates level of gene expression, up-/downregulated, respectively.

This represents a very large set of genes of interest, and other than determining ontologies, such a large number is inconvenient to interpret. We therefore focused on the genes showing the largest changes, considering they could serve as "beacons" to draw our attention to the changes in underlying processes. Because the dynamics of gene expression exhibit mainly a change in state between cells growing on plastic vs. crECM, the set of hypervariable genes was filtered to identify the genes that are expressed below noise level on plastic and highly expressed on crECM ("off-on" genes) and vice versa ("on-off" genes) (Figure 4A). The two arrays of gene expression on plastic and nine arrays of timecourse on crECM were each averaged and genes with average expression level on plastic < 0 and on crECM > 1 (Log10 scale, average identifies geometric mean) were selected as "off-on" genes. The opposite criteria were applied to identify "on-off" genes. 

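With mean log10 values below 0 on plastic and above 1 on crECM, 892 probes were off-on, and 92 probes met the opposite criteria. The off-on genes included CHUK, the G-protein subunits GNAQ and GNG11, the growth factor PDGFA and the immune ligand CD274. The on-off genes included SLC4A8, the cytokine LTA and the ubiquitin enzyme UBE2N. SLC4A8 was below 0 on all 9 crECM arrays, and UBE2N on 4. LTA was below 0 on 2 crECM arrays and above 1 on 3, so it was off on few of them. Both plastic arrays lay below 0 for 531 off-on probes, and all 9 crECM arrays lay above 1 for 325. Of the on-off probes, 12 had every crECM array below 0 and 40 had at least 1 crECM array above 1. Without plastic replicate 1 the counts were 856 off-on and 167 on-off probes, and without replicate 2 they were 615 and 100. With values rebuilt from the raw intensities they were 53 and 7, and with quantile normalization 17 and 14.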

Using these stringent criteria, a total of 877 unique "off-on" genes were turned on by the crECM, whereas a total of 74 unique "on-off" genes were shut down by the crECM. The validity of this approach was tested in the next section.

Beside the main dynamic of state change genes a smaller number of genes showed change in level. Figure 3B shows the distribution of the ratio of expression of genes from cells grown on plastic to those grown on crECM. 

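The log10 ratio of plastic to crECM had a spread of 0.217 over the 20138 expressed probes, from the median absolute deviation, and a plain SD of 1.301. A spread of 0.217 makes 3 spreads a 4.48-fold difference. The ratio was over 2 for 1681 probes and under -2 for 1681 probes, counted without the limit to expressed probes. Of the former, 494 had a plastic mean below 3 SD and so were not expressed in either group. Of the latter, 766 had a crECM mean over 1.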

The standard deviation of this ratio is 0.2, and 3 standard deviations (0.6) corresponds to a 3-fold difference. A total of 241 genes were identified that were expressed at least 5 SD above background in cells grown on plastic and showed at least a 3-fold increase in expression. 

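A plastic mean of at least 5 SD with an increase of at least 3-fold was found for 229 probes. ZNF276, a zinc finger protein, rose 10.5-fold from 36.9 to 388.5 SD (log2 change 3.40, standard error 0.47, adjusted p = 1.4e-04 from limma). TRAF6, an adaptor of NF-κB signaling, rose 3.15-fold, and PCDH11X, a protocadherin, rose 3.39-fold. With rebuilt values the count was 20, and with quantile normalization 10.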

Only 67 genes showed the opposite pattern being highly expressed on plastic and decreasing 3-fold but still expressed above noise.

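A decrease of at least 3-fold, with a plastic mean of at least 5 SD and a crECM mean of at least 3 SD, was found for 163 probes. EPC2, a chromatin protein, fell at least 9.43-fold from 51.9 to at most 5.51 SD (log2 change -3.24, standard error 0.37, adjusted p = 3.6e-05 from limma). BTBD18 fell at least 6.32-fold from 39.5 to at most 6.26 SD. Taking the mean of antilog values gave 79 probes, rebuilt values 44 and quantile normalization 33.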

### Gene ontology analysis and visualization

The ontologies of the genes of interest were examined using the Database for Annotation, Visualization and Integrated Discovery (DAVID, ) [16] tool, which examines all the functions represented by each gene in a gene list and identifies groups that share ontologies. The over-represented ontologies form the basis for identifying functional processes represented in the change of state induced by a crECM. Several parameters can be adjusted to achieve a reasonable and comprehensive set of ontologies and associated genes. For the 877 "off-on" genes the following parameters were set: Similarity term overlap: 5; Similarity threshold: 0.5; Initial group membership: 5; Final group membership: 5; Multiple linkage threshold: 0.5, which is equal to the "Highest" stringency setting in DAVID. After examining the results provided by different stringencies, the above set was selected because the picture presented overall affinities without too many groups but provided sufficient detail to build a conceptual model of the effect of crECM on progressing urothelial cells.

Out of the 877 "off-on" genes 190 clustered into 12 clusters of ontologies at highest stringency and 86 did not have recognized ontologies. These 86 unannotated genes likely represent either novel processes not currently identified or genes whose participation in known processes has not yet been discovered [11]. The remaining 601 were predominantly distributed among "related genes" that shared some ontological features with one or more of the 12 clusters but did not rise above the threshold of significance. Some were entirely irrelevant and showed no similarity to any of the clusters. This step is illustrated in Table 1 along with significantly over-represented TREs shared by all members of each cluster.

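Gene groups like those of Table 1, listed before the data were examined, held few off-on genes each. Immunoglobulin-like immune receptors and ligands had 6 off-on genes of 84 on the array, among them CD274 and CD86, ligands of T cells. GABA receptors had 3 of 17, potassium channels 3 of 72, cadherins 2 of 48, glycosyltransferases 3 of 70 and translation initiation factors 2 of 42. CD86 rose at least 6.06-fold (log2 change 2.60, standard error 0.17, adjusted p = 2.9e-07 from limma), and KCNJ5, a potassium channel, at least 6.56-fold (log2 change 2.71, standard error 0.19, adjusted p = 3.5e-07). Among all measured immunoglobulin-like genes 30 rose, 15 fell and 36 did not pass, and adjusted over the list alone 33 rose and 15 fell. For GABA receptors 9 rose and 4 fell of 17, with 10 and 4 adjusted over the list alone. Potassium channels had 15 higher and 14 lower, cadherins 12 and 11, glycosyltransferases 18 and 14, and initiation factors 6 and 8, and adjusted over the list alone 15 and 14, 12 and 11, 18 and 14, and 6 and 7. In Fisher's exact test of the off-on share, the lowest adjusted p over 20 lists was 0.52. With camera, the adjusted p was 0.31 for the immunoglobulin-like genes and 0.76 for GABA receptors, and between 0.65 and 0.93 for the other 4 groups. The study chose these groups on the same arrays, so the counts are not independent evidence of their direction.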

**Table 1:** Major functional groups overrepresented among state-change genes and corresponding overrepresented TREs. The groups are presented according to the order of significance identified by DAVID. Overrepresented TREs marked in bold are either "off-on" TFs or increased their level; regular – not present in Panomics set; *italics *– not present under either condition.

**Functional group**	**Number of genes**	**Major Gene Ontologies**	**Overrepresented TREs**
*Gene expression, RNA processing and protein synthesis*			
12	73	Transcription factors	
7	5	Translation initiation factors	**v-Maf**, SOX-9, FOXJ2, CP2, **HFH-3**, **Elk-1**, NRF-2, *AREB6*
9	6	RNA processing – ribosome biogenesis	NGFI-C, GR, *HNF-4*, **YY1**, **Elk-1**, NRF-2, **v-Myb**, **NF-κB**, TATA, *c-Myc*
11	8	Zinc binding	MIF-1, **Tax/CREB**
*Cell signaling proteins*			
3	16	G-protein receptor	
2	7	GABA receptor/ion channels	N-Myc
6	9	Ion channels, K	
*Post-translational modification and regulatory control*			
8	5	Glycosyltransferases	
10	28	Kinases	**CDP**, CR3+HD, *CRE-BP1*, **CCAAT**
*Cell-ECM adhesion*			
4	4	Cadherins	**HNF-3β**, **CDP **CR3+HD, **E2**, **NF-κB**, **USF**
*Immune function associated with suppression of effector T-cells*			
1	15	Transmembrane immunoglobulin-like proteins	**NF-κB**, **v-Maf**, **RSRFC4**, FOXJ2, **AP-1**, **Pax-4**, **USF**, **CDP**, Brn-2
*Transmembrane proteins of unknown significance*			
5	14	Transmembrane proteins	**AP-1**

Examination of 241 level-change genes increased on crECM by medium stringency ontological analysis of these genes found five clusters of functions, three of which were similar to those for state change.

The 74 genes that were shut off and the 64 genes that were 3-fold down-regulated on crECM were less informative than were those that were turned on or up-regulated. 

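Of 114 homeobox genes on the array, 1 was on-off, POU2F3, and 6 were off-on, CDX1, HOXB3, HOXB7, HOXB9, HOXD13 and POU3F4. By limma 28 of 109 rose, 19 fell and 62 did not pass, and adjusted over the list alone 27 rose and 18 fell. NKX2-1, a regulator of lung and thyroid development, fell at least 2.43-fold (log2 change -1.28, standard error 0.05, adjusted p = 2.6e-09). NKX2-1 was at 7.29 SD on plastic, near the floor, with every crECM array at the floor. The list, whose theme the study chose on these arrays, had an adjusted p of 0.80 with camera.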

At same stringency as was used for "off-on" genes, one over-represented cluster was identified in the genes that were shut off and consisted of 6 transcription factors sharing homeobox ontology. Decreasing the stringency to "medium" (the default for DAVID) increased the number of genes in the cluster to 10 but did not add clusters. Genes that were down-regulated at least 3-fold yielded two clusters under medium stringency.

The validity of the selection of "beacon genes" was tested by comparing the ontological clusters observed with the entire set of 2743 HV genes. A total of 17 clusters was seen, all of which were identified using the "beacon" genes. This demonstrates that the smaller data set of state- and level-change genes will identify all the processes seen in the larger set of HV genes.

### Pathway analysis

Having preliminary understanding of functions represented by state change genes, they were probed for membership in canonical pathways by Ingenuity^© ^Pathway Analysis (IPA, ). IPA maps each gene identifier to its corresponding gene object in the Ingenuity^© ^Pathways Knowledge Base, and generates multiple biological networks with associated ontologies from a list of focus genes, as well as general gene ontologies overrepresented. IPA canonical pathways analysis identified the most significant known biological pathways for a given set of genes. For identification of a significant canonical pathway or pre-defined network of genes it is only necessary to identify a single member as significant, hence the term "beacon" genes. The participation of other members of the network is checked manually against the entire data set to ensure they are expressed, or show a smaller change than the "beacon" genes threshold [9]. Pathways or connections involving genes that are not expressed are deleted. This process is particularly helpful in cases where a large number of genes of interest has been discovered. The smaller, more tractable set of "beacon" genes are used to draw attention to processes, and all the details are filled in with the entire data set as is shown below.

Of the 877 "off-on" genes 165 failed to map and represent unannotated genes about which little or nothing is known. The difference in annotation with the DAVID is due to IPA being curated. Of the 86 not annotated by DAVID 74 also were not annotated by IPA. Of the 714 mapped genes, 151 fit into various cell signaling processes and 133 were involved with cellular growth and proliferation. More informative were interconnected canonical pathways, many of which overlap. Any one gene may exhibit multiple functions and participate in multiple pathways. 

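Among 96 genes of G-protein signaling on the array, 6 were off-on, ADCY8, GNA15, GNAQ, GNG11, GNGT1 and RGS14, and 0 were on-off. GNG11 rose at least 6.21-fold (log2 change 2.64, standard error 0.17, adjusted p = 1.6e-07 from limma) and GNAQ at least 5.92-fold (log2 change 2.57, standard error 0.22, adjusted p = 2.3e-06). ADCY4, an adenylyl cyclase, fell at least 2.53-fold (log2 change -1.34, standard error 0.05, adjusted p = 3.0e-09). ADCY4 was at 7.59 SD on plastic, near the floor, with every crECM array at the floor. In all, 27 of 92 tested genes rose, 20 fell and 45 did not pass, and adjusted over the list alone 27 rose and 21 fell. The list, whose theme the study chose on these arrays, did not pass against other genes with camera (adjusted p = 0.82).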

The most significant canonical pathways identified were the interconnected G-protein and NF-κB signaling networks (22 "beacon" genes combined). An NF-κB network is shown in Figure 5 with the gene expression dynamics indicated with a color code. 

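Of 111 genes of the NF-κB network of Figure 5 on the array, 103 had a mean of at least 3 SD on plastic or crECM, the paper's threshold for expressed genes, and 99 a mean of at least 5 SD. Figure 5 draws some nodes as complexes or alternative genes, and the list holds members of gene families for such nodes. Below 3 SD on both were BMPR1B, MAP3K1, NFKB2, PRKACG, RRAS, TLR7, TLR9 and TNF, from means of log10 values. Of these, NFKB2 was above 3 SD on 7 and PRKACG on 5 of the 9 crECM arrays, and 109 of the 111 genes were above 3 SD on at least 1 array. The network held 9 off-on genes, CHUK, FGFR1, FGFR4, INS, PDGFRB, TLR1, TNFRSF17, TNFSF11 and TNFSF13B, and 2 on-off genes, LTA and UBE2N. Of the on-off genes, LTA was above 3 SD on 7 and UBE2N on 3 of the 9 crECM arrays. Of 107 tested genes 30 rose, 25 fell and 52 did not pass, with 30 and 25 adjusted over the list alone, and camera gave an adjusted p of 0.92. The study chose this pathway on these arrays, so its counts are not independent evidence. Of 15 single genes whose color was read from Figure 5, 13 had the direction of their color, 11 of them at an adjusted p under 0.05 from limma. TNFSF13B, a cytokine, rose at least 3.98-fold (log2 change 1.99, standard error 0.28, adjusted p = 1.7e-04), and LTA fell at least 6.51-fold (log2 change -2.70, standard error 0.61, adjusted p = 3.8e-03). MAP3K14 and TNFRSF13C had log2 changes of -0.27 and -0.20, with adjusted p of 0.056 and 0.31, and TNFRSF13C had the opposite sign with rebuilt values.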

When compared back against the set of HV genes and expressed genes, every member of the network was expressed, and many were found in the set of HV genes, which meant they showed smaller changes than the "beacons."

**Figure 5:**
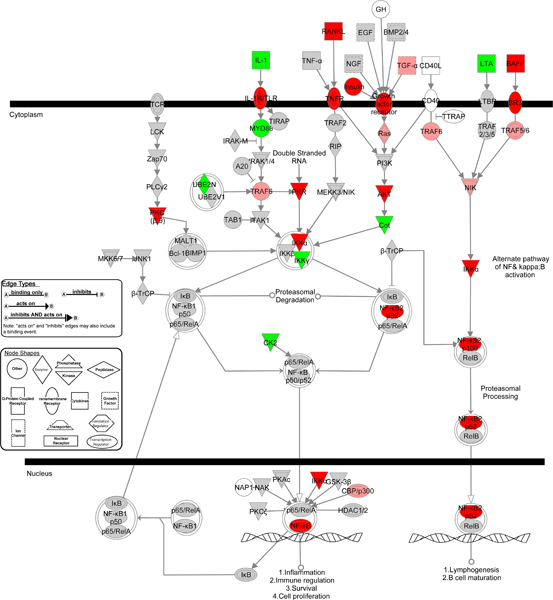
**The NFκB canonical signaling pathway from IPA**. Dark red > 3-fold increase in gene expression; light red < 3-fold increase in gene expression; dark green – > 3-fold decrease in gene expression; light green – < 3-fold decrease in gene expression; gray – unchanged gene expression; no color – gene not in array. Gene symbols with a single border represent single genes. Double border represent a complex of genes or the possibility that alternative genes might act in the pathway.

### Identification of potential transcriptional networks

Genes sharing similar ontologies may be regulated by one or more common transcription factors. "Off-on" genes clustered by DAVID were tested for the presence of common transcription regulatory elements (TREs) upstream of the transcribed genes in each ontological cluster by the web-based program Promoter Analysis and Interaction Network Toolset, v.3.5 (PAINT, ) [17]. PAINT queries the Transfac™ database and calculates the probability that the TREs identified in a given list of genes differ from TREs in a random sample of genes. In this case, the basis of partitioning into ontological clusters being driven by particular transcription factors was tested by comparing the TREs found in each cluster against the entire list of 21 K genes present in the microarray. This provided a map of TREs significantly overrepresented in a given cluster against a significance threshold of p < 0.05. For more reliable results filtering with a false discovery rate (FDR) < 0.3 criterion was used, when specified. An example identifying the significantly overrepresented TREs in cluster 1 is shown in Figure 6A. The over-represented TREs are also summarized in Table 1 by cluster. The probability of a random collection of genes sharing a common TRE is less than 0.05. Thus the finding that a set of genes contains common TREs or fit into known networks supports that they are neither randomly selected by chance, nor the product of technical error to within the limits of statistical testing.

**Figure 6:**
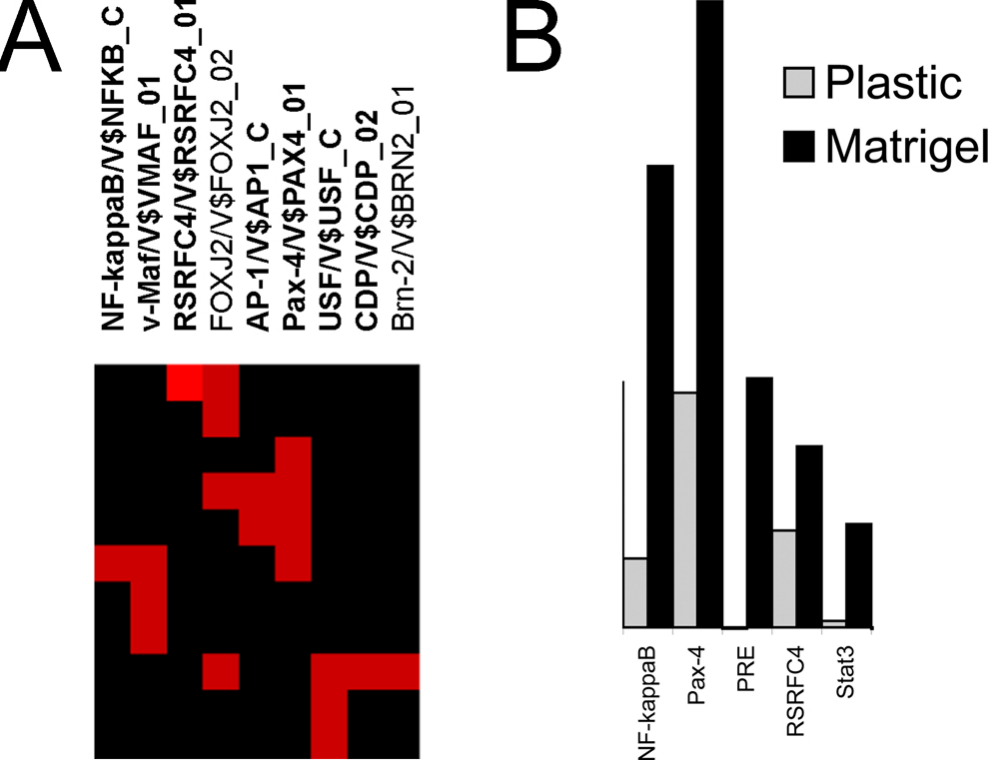
**Transcription factor activity identified *in silico *and *in vivo***. A) Example of TREs overrepresented in first ontological cluster. Several genes (vertical) share common TREs (horizontal), highlighted by red. Results were filtered to show only TREs overrepresented at p < 0.05 and FDR < 0.3. TREs in bold show a significant increase in expression on crECM compared to plastic confirmed by transcription factor array experiment. B) Example of changes in binding activity of a few TFs on plastic and crECM. Gray/black bars show binding activity on plastic/crECM, respectively.

The predictions of PAINT were tested using an independent experimental assay that measured the DNA binding activity of transcription factors using TranSignal Protein/DNA Combo Arrays. This array allows estimation of binding activity of 345 TFs. We found a number of up-regulated transcription factors on crECM. The bar diagram in Figure 6B compares the activity of selected transcription factors in cells grown on plastic vs. crECM. The majority of transcription factors that showed large changes in activity were also identified by PAINT as driving up- or down-regulated clusters of genes, the results are shown in Table 1 with TREs confirmed by Panomics array highlighted in bold. Depending on stringency, between 5 and 13 transcription factors were shut off and between 25 and 40 were activated by the crECM. Supplemental table S1 in Additional file 1 shows DNA binding activity of all transcription factors in cells grown on plastic or crECM. Most of the changes were "off-on," as was observed for the mRNAs of the downstream genes. Some transcription factors were active in cells growing under both conditions.

## Conclusion

In this study we present a self-guided approach for analyzing a complex biological change by microarrays and illustrate its use to describe the complex change in gene expression that occur when papilloma cells are placed on a crECM. The flowchart of each step of this approach is shown in Figure 1. We also confirm the validity of the integrated approach by independent verification of the predictions of transcriptional regulatory networks. With a very complex biological system mobility more than 2000 genes identified as significantly varying, we show that the essential elements of the change in the large scale picture of the biology can be captured in a smaller subset of "beacon" genes. Analysis of this more concise set of "beacons" facilitates mapping the gene expression dynamics onto known processes [18]. We wish to emphasize that the resulting biological picture does not derive solely from indentifying only a few key genes. This approach also requires that all members of a pathway be expressed, which is determined by comparing putative networks or canonical pathways against the entire dataset of expressed genes. Genes showing smaller changes than shown by the "beacons" are identified against the set of HV genes.

The approach also is statistically robust. Expression is judged against the uncertainty of the zero point, and the threshold can be selected either to minimize false negatives or false positives. The need for replicates, and therefore the cost of experiments, is minimized using a global F-test against the variance of the system as a whole with a p-value standard of 1/N that minimizes false positive identification of significant genes. The HV gene approach is best suited to providing an overall description for hypothesis generation with multiple biological variables as opposed to hypothesis-testing in a two-state system (e.g. treated and control).

In summary, this article demonstrates an approach to microarray analysis that organizes the findings into a biologically based model that should in turn, facilitate generation and testing of hypotheses because the analysis itself is structured around the properties of biological system. In this case, the findings suggest that G-protein signaling plays a major role in the modulation of phenotype by crECM, that the cells are differentiated and acquire specialized functions (e.g. immune function and transmembrane proteins) and that several transcription factors regulate the process.

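Genes of urothelial differentiation and keratins numbered 3 higher, 6 lower and 31 not passing of 40 by limma, and 3 higher and 5 lower adjusted over the list alone. PSCA, a surface protein of the urothelium, rose at least 4.28-fold (log2 change 2.10, standard error 0.35, adjusted p = 5.6e-04). KRT20, a keratin of umbrella cells, fell at least 1.95-fold (log2 change -0.96, standard error 0.11, adjusted p = 2.5e-05), and KRT13 fell at least 1.86-fold. KRT20 and KRT13 were near the floor on plastic, at 6.06 and 5.57 SD. The basal keratin KRT5 had a log2 change of -0.06 (adjusted p = 0.92), with the opposite sign for rebuilt values. The camera test of the list gave an adjusted p of 0.65. From its findings, the paper proposes that G-protein signaling has a major role and that the cells acquire specialized functions.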

## Methods

The RT4 bladder transitional cell papilloma cell line (American Type Culture Collection, Manassas Virginia) was cultured on plastic and on cancer-remodeled ECM, Matrigel™ (crECM), and RNA was isolated as described previously using the RNAeasy kit (QIAGEN Inc., Valencia, CA) [8,19].

Microarray data were obtained using a spotted array from cells cultured on plastic (two arrays) and across 9 days time course of growth on crECM, as previously described [9]. Cy3 labeled cDNA was synthesized and hybridized onto glass arrays spotted with 22,464 long oligos (~70 mers) from the UniGene database of functionally known genes.

Expression data were normalized to the variability around the zero point, as described previously [5,7]. Genes were considered to be expressed if their expression normalized to the S.D. of zero point exceeded 3.0 (p < 0.001). The arrays were then globally adjusted to each other by robust linear regression. Genes expressing higher variability than the technical variability of the system (hypervariable, or HV genes) were identified as described previously [4] and as shown in Figure 3B. Two thresholds were used. HV genes showed relative standard deviations > 3.8 SD above that of the population mode (p < 6 .7 × 10^-5^). This value is 1/N, where N is the number of expressed genes (~15,000). A more stringent criterion of > 5 SD (p < 2.87 × 10^-7^) was also used to identify a subset of very HV, or "beacon" genes. Their expression profiles were clustered by the Cluster 3.0 program [20]. Hierarchical clustering identified major patterns of gene expression changes; further clustering of selected "beacon" genes was done using K-means clustering, k = 3, which was selected as described below. Significantly over-represented gene ontologies were identified using the Database for Annotation, Visualization and Integrated Discovery (DAVID, ) [16]. Biologically relevant networks were assembled from identified clusters and groups of common genes by using Ingenuity Pathways Analysis (IPA, ). Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. Genes were not weighted by expression levels, and biological networks were built on this assumption. Analysis of common TREs shared by genes in each ontological cluster was performed by using the web-based program PAINT [17] against whole list of genes in microarray.

Additional assessment of the DNA binding activity of transcription factors using TranSignal Protein/DNA Combo Arrays (spin column version, # MA1215, Panomics, Redwood City, CA) was conducted according to the manufacturer's protocol. Briefly, cell nuclear extracts were incubated with biotin-labeled oligonucleotides that possess consensus DNA binding sites for 345 transcription factors. The protein bound probes were isolated by using a spin column and then hybridized to the DNA/protein array. After the DNA/protein array was washed, the array was incubated with detection solution and images of the chemiluminescent signal were captured using an Alpha Imager (Alpha Innotech, San Leandro, CA) and quantitated by using AlphaEase software and standardized against biotinylated DNA spots on the membrane. The results are linear between 0 and 100 units. In order to detect low expression transcription factor activity, two exposure times were used, 8 and 25 min. Values were adjusted for exposure so that all values were measured within the linear range of the assay. A histogram of expression data was plotted and was found to be bimodal, with one mode centered about zero. Background subtraction was performed by calculating the standard deviation of this distribution and subtracting 3 standard deviations above the mode from all expression values, approximately 6 units.

## List of abbreviations used

cDNA – complementary deoxyribonucleic acid; crECM – cancer-remodeled extracellular matrix; DAVID – Database for Annotation, Visualization and Integrated Discovery; DNA – deoxyribonucleic acid; ECM – extracellular matrix; FDR – false discovery rate; HV – hypervariable genes; IPA – Ingenuity^© ^Pathway Analysis; mRNA -messenger ribonucleic acid; PAINT – Promoter Analysis and Interaction Network Toolset; SD – standard deviation; TF – transcription factor; TRE – transcription regulatory element; SSC – Saline-Sodium Citrate

## Competing interests

The authors declare that they have no competing interests.

## Supplementary Material

Additional file 1 Supplemental Table S1. Activity of 345 transcription factors in cells grown on Matrigel and on Plastic. Values were obtained as described in Methods and are arbitrary units, but are normalized to protein content and exposure time against an assay standard of biotinylated DNA. Click here for file

# Supplementary material for: From microarray to biology: an integrated experimental, statistical and in silico analysis of how the extracellular matrix modulates the phenotype of cancer cells
**Source:** BMC Bioinformatics. 2008 Aug 12;9(Suppl 9):S4. doi: 10.1186/1471-2105-9-S9-S4
**Supplement:** Additional file 1 — Supplemental Table S1. Activity of 345 transcription factors in cells grown on Matrigel and on Plastic. Values were obtained as described in Methods and are arbitrary units, but are normalized to protein content and exposure time against an assay standard of biotinylated DNA.

Supplemental Table S1. Activity of 345 transcription factors in cells grown on Matrigel and on Plastic. Values were obtained as described in Methods and are arbitrary units, but are normalized to protein content and exposure time against an assay standard of biotinylated DNA.

How the deposited data were processed for this re-analysis (not part of the article)

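RNA of RT4 cells grown on plastic (2 arrays) or on crECM (9 arrays, 1 for each time point) had been labeled with Cy3 and hybridized to spotted arrays. The authors deposited raw intensity values for each array and a table of log10 values. According to the paper, the authors expressed values in SDs of the noise peak above the zero point. They then took log10 and adjusted the arrays by robust linear regression. The deposited log10 values were used as they are, since the criteria of the paper are set on that scale. The raw intensity values deposited by the authors were used for the noise peak, for values rebuilt with and without the regression step, and for quantile normalization.

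The 22464 probes had distinct identifiers. A single gene symbol was given for 17043, several for 172 and none for 5249, and 16952 were matched by gene identifier to the names of GRCh38.p14, which updated 55 symbols. No coordinates were used. For 401 probes the deposited and raw values did not match on both plastic arrays at a tolerance of 0.05 on the log10 scale.

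The noise peak was taken as the mode of a kernel density. Its SD was read as the distance below the mode that holds the share of lower values lying within 1 SD in a normal distribution, since single raw values far below the peak inflate a plain SD of the mirrored lower side. This detail was chosen after the values were seen. Classes of probes followed the thresholds of the paper, with group means of log10 values. Above noise was read as 3 SD.

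Tests used limma 3.58.1 in R 4.3.3 on log2 values with a floor of 3 SD, with eBayes and a trend, and Benjamini-Hochberg adjustment over probes above 3 SD on at least 2 arrays. Genes with a whole group at the floor have no spread in that group, so their standard errors are small. A fold is a lower bound wherever an array of the lower group is at the floor. Gene lists were tested with camera at a correlation of 0.01 and with an estimated correlation, and with fry, on 1 probe per gene, the one with the highest mean. The fit was repeated for all 55 choices of 2 of the 11 arrays. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the counts. K-means used k = 3 and 200 restarts.

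On simulated data with 50 changed probes for each fold, the fit recovered 80% at 2-fold, 94% at 3-fold, 90% at 4-fold and 100% at 8-fold, with 8 false calls over 21480 probes. In the deposited values 45.2% of the probes were called between plastic and crECM. The simulation, with few changed probes, therefore does not measure recovery or false calls in the real fit.

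Lists of genes and the rule for genes named in the text were fixed before the data were examined. Named were the 10 genes with the largest change in each direction among those past an adjusted p of 0.05, at 3-fold or more and with all crECM arrays on the same side of both plastic arrays. Also named were the genes colored in Figure 5, up to 2 genes in each direction of each list, and a set of urothelial, proliferation and reference genes. Members of a list counted as off-on, on-off or not expressed are named after their values were seen. The lists were the NF-κB network, G-protein signaling, GABA receptors, potassium channels, cadherins, immunoglobulin-like genes, homeobox genes, initiation factors, glycosyltransferases, urothelial genes and keratins, mesenchymal genes and matrix proteases, integrins and laminins, cell cycle, apoptosis, ribosomal proteins, stress and hypoxia, cholesterol and fatty acid synthesis, interferon response, genes of unrelated lineages, and olfactory and taste receptors. A list of amino acid response genes was added after related genes had been seen to vary.

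Alternatives were values rebuilt from the raw intensities, quantile normalization, other floors and filters, array weights, leaving out each plastic array, other thresholds and readings of the criteria, and, added later, leaving out the 12 h array. The noise peak of blank and solvent spots was not run, since the values used here do not name these spots. Enrichment by DAVID, pathways by IPA and binding sites by PAINT were not analysed here.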

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

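The tests of the scanning of the arrays, of the print position and of the adjustment of the arrays were chosen only after the results were seen, as was the use of the off-on probes by day for the scale of the 12 h array. Of 71 groups of crECM arrays examined for a value far from the rest, 10 were so, where chance gives about 3.55.

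Olfactory and taste receptor genes, which the paper does not discuss, had a median log2 change of -0.49 on crECM, with 1 gene higher and 25 lower of 48 (2 and 27 adjusted over the list alone). The list passed with camera (adjusted p = 3.9e-07) and did not with an estimated correlation (adjusted p = 0.14). These genes were called 1.22 times as often as other genes (Fisher's exact test, p = 0.19) and ribosomal protein genes 0.414 times as often (Fisher's exact test, p = 2.3e-04), so different scanning or quantification of the plastic and crECM arrays, with an effect alike on all genes, is not shown and stays open. A chance choice of arrays can be excluded for the 9716 calls as a whole, since 1 of 55 choices of 2 arrays, the real one, gave as many and the highest other gave 42. The substrate and the handling of the arrays follow the same split and cannot be told apart.

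Off-on probes outnumbered on-off probes 9.70 to 1, and 5.13 to 1 or 6.15 to 1 without plastic replicate 1 or 2. Averaging 2 arrays against 9 is argued against, since pairs of crECM arrays gave a median ratio of 1.12, with 4.08 to 9.58 for pairs with day 7 and 0.390 to 2.33 for the others. The ratio was 1.21 after quantile normalization and 7.57 with rebuilt values. Values rebuilt without the regression step went the other way, with 247 off-on and 2 on-off probes. The adjustment and scale of the arrays therefore stay open. Print position stays open by the bound set first, a ratio of at least 5 in every block. A bound of 3 was taken only after the values were seen and decides nothing. Off-on probes outnumbered on-off probes in every block, with ratios of 4.05 to 43.6 (block 1, with 24.4% of the off-on probes). The 4 blocks with the lowest off-on share had 5.43 together (4.12 to 7.25, 95% bounds from counting alone). A signal that does not depend on the gene, with 0 of 50 receptor probes off-on (exact p = 0.27), and an effect of crECM on the cells stay open.

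The 12 h array differed most from the other crECM arrays. Whether the scale given to the array makes the difference in calls stays open. The day 7 array, with a similar slope, is a single array, and its comparison group holds the 12 h array. The calls of these arrays therefore cannot decide it. Both arrays had fewer off-on probes above 1 (594 and 599) than the others (799 to 832), but 0 of the 892 were below 0 on either array. The mean Spearman correlation with the other crECM arrays was 0.799 at 12 h and between 0.828 and 0.875 on the other days, with 0.875 on day 7. This correlation uses ranks, which a scale given to an array does not change. The scale alone therefore does not account for the lower rank agreement of the single 12 h array. Cells on the way from plastic to the later state cannot be told from other causes, since the 12 h value lay between plastic and the later mean in 54.9% of 10697 called probes, and in 28.8% to 54.8% for other single days. This measure was set in advance. The share on the plastic side of the later mean, between or beyond, was 62.7% of the same 10697 probes. On probes changed at least 3-fold, examined first, that share was 1161 of 1701 (23.7% to 75.5% for other single days). On probes called at 12 h, also examined first, it was 84.3%. The answer depends on the probes and on the measure taken.

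The crECM day 7 array had 584 negative raw values, more than the other crECM arrays. The crECM day 4 array had a noise mode of 64.0, above the others. C1orf226 was at 861.9 SD on day 1. CD86 was at 13.9 SD on day 7, EIF2AK2 at 3.06 SD on day 0.5, KRT5 at 9.25 SD on day 1 and MAP3K14 at 57.6 SD on day 0.5. TGFA was at 4.84 SD and USP18 at 32.3 SD on day 7, and WNT3A at 26.2 SD on day 6, each far from the other crECM arrays.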

How the results depend on the processing

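Tests without the 12 h array, with rebuilt values lacking the regression step, with probes of 1 gene symbol, with probes expressed on all 11 arrays, with 3.8 SD for hypervariable probes and with most arrays below 0 were added after the data were seen. For 115 named genes, 6 alternatives were run (rebuilt values, quantile normalization, a floor of 1 SD, and leaving out either plastic array or the 12 h array). Only probes above 3 SD on at least 2 arrays are tested, and the rebuilt values left 41 of the named genes untested and 74 tested. No named gene past the threshold changed sign where tested, which does not cover the 41. The sign changed in 10 values of genes not past the threshold. Of the values tested, 620 stayed on their side of the threshold, 24 adjusted p values rose above 0.05 and 5 fell below it. Among the 9716 called probes, 27 were called in the opposite direction with rebuilt values, 42 with quantile normalization and 592 with values rebuilt without the regression step. Of the other values, 254 were within the limits set for a change. The rebuilt values moved the median log2 change of all probes to 0.28, and those without the regression step to 1.09. With a plastic array left out, the lone plastic array is assumed to vary like the crECM arrays. The causes of the changes below were not tested.

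With values rebuilt from the raw intensities there were 53 off-on, 7 on-off, 20 level-increase, 44 level-decrease, 5063 hypervariable and 2630 screened probes, 2602 probes lower on crECM and a share of variance of 56.3%. With quantile normalization the counts were 17, 14, 10, 33, 4724 and 3046, the time trend had 0 calls (1735 at an unadjusted p under 0.05 from limma) and 12 h against later 841. Rebuilt without the regression step, they were 247 off-on, 2 on-off, 4 level-decrease, 12980 hypervariable and 10175 screened, with 13944 probes higher and 73 lower on crECM.

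Without plastic replicate 1 or 2, on-off probes ranged from 100 to 167, calls from 5708 to 6736, those higher on crECM from 2639 to 3285 and those lower from 3069 to 3451. At 3-fold or more 1599 were called, 1448 higher and 151 lower. Over the 9 crECM arrays alone 3433 probes were hypervariable and 1271 after the screen, and over probes expressed on all 11 arrays 3043 and 1195. With antilog means there were 28 on-off and 79 level-decrease probes, with off below 3 SD 180 on-off probes, with every array past the criterion 148 off-on and 8 on-off, and with most arrays below 0 531 and 40. At 2-fold 1099 probes increased and 514 decreased, and at 4-fold 69 and 108.

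The spread of the log10 ratio was 1.301 as a plain SD and 0.246 over all probes. The share of variance was 72.6% with a floor of 1 SD and 38.8% over all expressed probes. The time trend had 0 calls by limma with array weights, with day on a plain scale and without the 12 h array (1263, 853 and 1190 at an unadjusted p under 0.05). By least squares the median noise SD was 20.3, and the plastic noise modes were 39.0 and 54.5, within the crECM range. With an estimated correlation 0 lists passed, and the receptors had an adjusted p of 0.14. With fry, which does not compare a list with other genes, 13 lists passed, with adjusted p of 0.0011 for the NF-κB network, 4.7e-04 for G-protein signaling, 0.0045 for GABA receptors, 4.1e-05 for immunoglobulin-like genes and for genes of unrelated lineages, 0.016 for homeobox genes, initiation factors and cell cycle, 1.6e-04 for glycosyltransferases and for stress and hypoxia, 0.014 for urothelial genes and 0.023 for interferon response. The olfactory and taste receptors, also among the 13, had an adjusted p of 8.7e-07 with fry. The directions of some of the 13 lists depend on the plastic arrays or on the processing. The NF-κB network, GABA receptors, immunoglobulin-like and homeobox genes had the opposite direction without replicate 1, and also without replicate 2. With rebuilt values, glycosyltransferases passed with fry in the opposite direction (adjusted p = 1.3e-06). Initiation factors, urothelial genes and cell cycle also had the opposite direction with rebuilt values but did not pass. G-protein signaling, stress and hypoxia, interferon response, genes of unrelated lineages and the receptors kept their direction without either replicate and with rebuilt values.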

Differences from the paper's values

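Hypervariable probes numbered 7597, and the paper's value is 3462. Of the alternatives set before the data were examined, rebuilt values (5063), quantile normalization (4724), the 9 crECM arrays only (3433) and the screen itself (5113) come within 1.5 times the paper's value, and leaving out a plastic array, thresholds estimated from the data and the SD of log10 values do not. After the leave-one-out screen there were 5113 above 28.56%, and the paper's value is 2743, given at a stricter threshold of 3.8 SD above the mode. That threshold, 34.1% by the paper's mode and SD and chosen after seeing the values, gave 4014 after the screen, within 1.5 times, and 5931 before it. Rebuilt values (2630), quantile normalization (3046) and leaving out plastic replicate 1 (4107) or 2 (3624) come within 1.5 times, and the 9 crECM arrays only (1271) do not. Taking probes expressed on all 11 arrays, chosen after seeing the values, gave 3043 before the screen and 1195 after it, and how many of the paper's own genes it drops is not known, since they are not listed in its text.

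Level-decrease probes numbered 163, and the paper's value is 67. The mean of antilog values (79) comes within 1.5 times, and the other alternatives set before the data were examined do not. The mode of the relative SD was 15.4%, and the paper's value is 8.41%. Its SD was 4.22%, and the paper's value is 6.75%. No alternative was set for either before the data were examined, and probes of at least 5 SD on all 11 arrays, taken later, gave 15.55% and 4.29%.

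The expressed probes numbered 15547 with 5 SD on all 11 arrays, beside the paper's 15287. The paper states that every member of the NF-κB network was expressed. Of 111 members listed here, 103 reached a mean of 3 SD on plastic or crECM, the paper's threshold for expressed genes. On at least 1 array 109 were above 3 SD, and NFKB2, not among the 103, was above it on 7 of the 9 crECM arrays. The list holds gene family members for nodes that Figure 5 draws as complexes or alternative genes. Such a member below 3 SD therefore need not contradict the paper. In the direction colors of Figure 5, MAP3K14 and TNFRSF13C are shown as increased, and their log2 changes were -0.27 and -0.20, neither past the threshold in the deposited values (TNFRSF13C was positive with rebuilt values), while 13 of 15 genes had the direction shown. The paper states a homeobox cluster among the genes shut off, and 1 of 114 homeobox genes listed here was on-off. The paper states that 3 SD of the ratio is a 3-fold difference, and 0.6 on the log10 scale is 3.98-fold. The paper states that later time points do not differ from earlier ones, and the time trend here had 1 call by limma, or 0 without the 12 h array (1190 at an unadjusted p under 0.05). The 12 h array differed from the later ones in 1338 probes, 186 of them with all later arrays at the floor, but a single array does not test time apart from the array.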

Other observations

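The tests of the amino acid response and of the dim spots were chosen only after the results were seen. Of the gene groups not described above, the interferon response had 9 genes higher and 2 lower of 30, cholesterol and fatty acid synthesis 7 and 6 of 24, and integrins and laminins 9 and 10 of 40. Cell cycle genes had 7 higher and 14 lower of 66, stress and hypoxia genes 4 and 11 of 48, and mesenchymal genes and matrix proteases 8 and 8 of 36. Ribosomal proteins had 5 higher and 4 lower of 49, and genes of unrelated lineages 40 higher and 16 lower of 106. Adjusted over the list alone, the counts were 9 and 2, 7 and 6, 9 and 10, 4 and 11, 3 and 11, 11 and 8, 3 and 4, and 42 and 18, in the same order. None of these passed with camera, where the lowest adjusted p was 0.25 for stress and hypoxia and for unrelated lineages. ITGAE, an integrin, rose at least 6.36-fold (log2 change 2.67, standard error 0.19, adjusted p = 5.1e-07 from limma). Of the proliferation genes, CDC25A rose 2.58-fold (adjusted p = 2.4e-05) and BIRC5 1.69-fold (adjusted p = 2.5e-04), TOP2A had a log2 change of 0.11 (adjusted p = 0.67), and MKI67, at 5.71 SD on plastic and so near the floor, fell at least 1.90-fold (adjusted p = 1.0e-05). Of the cell cycle genes, CKS2, at 6.42 SD on plastic, fell at least 2.14-fold (adjusted p = 4.5e-09 from limma). CDKN1B, at 6.03 SD on plastic, fell at least 2.01-fold (adjusted p = 6.1e-09). ACLY, an enzyme of fatty acid synthesis, rose 2.31-fold (log2 change 1.21, standard error 0.23, adjusted p = 1.3e-03).

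On crECM, TRIB3, a gene of the stress response chosen after its values were seen, was at 99.9, 98.6 and 98.1 SD on days 6, 7 and 8 and between 27.1 and 53.95 SD on the other days. TUBA1B, an alpha-tubulin chosen in the same way, was at 57.0, 63.9 and 73.1 SD on days 6, 7 and 8 and between 188.6 and 382.7 SD on the other days. WARS1 was at 83.2, 129.9 and 125.3 SD on days 6, 7 and 8, but also at 87.8 SD on day 1. SLC1A5 was at 68.8, 68.4 and 56.35 SD on days 6, 7 and 8 and between 18.7 and 49.1 SD on the other days. An amino acid response on days 6, 7 and 8 may be the source. A list of its targets, without genes already seen, was higher on days 6, 7 and 8 against the other crECM arrays with camera (adjusted p over the 9 arrays of 0.0046, 7.9e-06 and 0.016; over the lists of each day 0.032, 1.8e-05 and 0.075; over all lists and days 0.058, 1.7e-04 and 0.16), with 24, 26 and 24 of 32 genes above the others, and lower on day 3 (0.0046). Among the lists of day 7 the interferon response was also higher (camera adjusted p = 0.0014, median log2 difference 0.26), and not past the threshold with an estimated correlation (0.51). With an estimated correlation the amino acid response passed on no day, and the lowest adjusted p was 0.49, so the hypothesis stays open.

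The off-on share was uneven over the print blocks, from 2.10% to 7.76%. Over 32 subgrids it followed the difference between crECM and plastic in the dim spots that were not off-on (Spearman rho 0.669, permutation p = 8e-05, and Pearson r 0.496, or 0.532 without the 2 subgrids farthest from the median difference), so that a local difference in background may be a source of part of the off-on probes.

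The paper's Table S1 gives the binding activity of factors, and 109 pairs of a factor and its gene were compared. Spearman's rho between the activity difference and the log2 change of the mRNA was -0.02 (permutation p = 0.85, across genes, which are not independent replicates). The mRNA was higher for 5 of 23 factors that the paper lists as off to on and for 20 of the other 86 (Fisher's exact test, p = 1.00). No relation was detected between activity and mRNA.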
